A study of Gallus gallus with 45 samples. Its data were reported in "Multi-tissue transcriptomic study reveals the main role of liver in the chicken adaptive response to a switch in dietary energy source through the transcriptional regulation of lipogenesis" (2018).

How the data were processed

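RNA of the Pectoralis major of 45 chickens was hybridised by the authors to 1-colour Agilent custom chicken arrays, 1 bird per array, from 150 ng of total RNA. Per the file headers, images were read with Agilent Feature Extraction and the probes were placed on galGal3. The deposited intensity values are the mean and median brightness of each spot, the median of its local background, and the processed signal, which the software had corrected for background and spatial trends. Values were not scaled between arrays at that stage. The deposited log2 matrix held 37810 probes and was made by the authors by filtering, log2 transformation and centring of each array. Each of its columns correlated with the log2 median signal of its own array with r of at least 0.9999, against 0.99 or more with the log2 processed signal, so it holds the signal before background subtraction. The deposited quality flags are 0 or 1 per spot.

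Groups were taken from the labels, which give the diet (22 LF and 23 HF arrays) and a replicate number. No pair among the 990 pairs of arrays held identical values, and r between arrays ranged from 0.902 to 0.99. Genes were named through accessions, gene numbers and symbols of a gene table of another assembly, GRCg7b, used for names only. It named 31870 of 60539 probes, and the other 28669 kept the name of the array design. The symbols LBR, ALAS1 and HBA1 stood for TM7SF2, ALAS2 and HBAA through synonyms in that table. LBR and ALAS1 may thus be other genes than those written on the lists. No genome sequence was used here.

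Control spots were left out. A probe was detected when its spots passed the quality and background criteria on at least 80% of the arrays of a diet. The log2 processed signal was centred on the median of the detected probes of each array, and the 811 probes printed as 2 spots were averaged. Diet was tested per probe with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), without a block. The study fitted line, diet and their interaction by analysis of variance, with limma as a check. Line was not fitted here, because the labels do not give it, and the processed signal was used in place of the median signal that the deposited matrix holds. Median centring and the thresholds below are those of the study. The thresholds were a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.2-fold. Gene lists were tested with camera at its preset correlation of 0.01, with fry and an estimated correlation beside it. Beside the 4 lists, 5 marker lists of other cells and slow fibres, the chromosome 19 cluster and the reference genes were written before the data were examined. A sterol synthesis list and the fatty acid use list without CPT1A and PDK4 were written after the smallest p-values had been seen. Correlations and their two-sided permutation tests of 100000 resamples used python 3.11.15 with numpy 2.4.6. The number of arrays limits the precision. The share of spots well above background per array is given with the data.

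The design, the main alternatives and the rule for named genes were fixed before the data were examined. The rule names the 5 probes with the smallest p if none passes, SREBF1, CPT1A, PDK4, SCD, FASN, ACACA, TADA2A, the gene with the smallest p in each list, and the reference genes. Of the genes under this rule, 2 are not reported here. The alternatives were other background corrections, centrings, filters and probes per gene, the deposited matrix, blocks for slide, row and replicate number, a principal component as a covariate, array weights, and single slides left out. In total 17 alternatives for the diet count were added after the data had been seen, beside 19 chosen before. They were array positions as blocks, the replicate block on 3 other versions of the values, and single replicate numbers left out. The 2 sets of array positions were noticed on the first principal component. They served only as a block and to split the correlations. An early comparison of the sets with each other is not given, because they were chosen from the values.

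The replicate numbers pair the arrays. The correlation over probes of the LF and HF deviations from the diet means was between 0.208 and 0.755 for the 12 numbers, above 0.1 in all of them. With the means of position set and slide taken out as well, it was between -0.525 and -0.076. Taking out those means can itself make the values negative, so this does not decide whether set and slide account for the pairing. The labels do not say what a number marks.

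The diet fit was tested on simulated data, with diet shuffled within replicate numbers and 200 of 43958 probes shifted. Without a block it recovered 0% of the probes shifted 1.2-fold, 50.5% at 1.5-fold and 91.5% at 2-fold, with 0 other calls. With the replicate block it recovered 16%, 74% and 95%, with 20, 3 and 0 calls among probes that had not been shifted. The blocked fit is thus more sensitive and its false calls exceeded the nominal rate at 1.2-fold.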

Results

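Gene expression was measured in the Pectoralis major, the large breast muscle, of chickens fed a high-fat, high-fibre diet (HF) or a low-fat, high-starch diet (LF). Both diets held 12.54 MJ of metabolisable energy and 190 g of crude protein per kg, and were given from 21 to 63 days of age. Each of the 45 arrays carried the RNA of 1 bird, with 22 LF and 23 HF birds. The arrays lay on 6 slides that were scanned on 2 days. The labels give 12 replicate numbers, each shared by both diets and each on 1 slide. Genetic line was not given by the labels and was not analysed here. All LF arrays were in slide columns 1 and 3 and all HF arrays in columns 2 and 4, so diet and slide column cannot be told apart in any comparison of the diets.

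Each array held 61350 non-control spots for 60539 distinct probes. The share of spots well above the local background ranged from 66.87% to 84.68% per array, and the median processed signal from 71.1 to 226.6 units. No spot was saturated. The share of spots well above background was 77% ± 4.17 (SD, n = 23) on HF arrays and 78.16% ± 3.52 (SD, n = 22) on LF arrays, a difference within the spread between arrays (permutation p = 0.318, two-sided). In total 43958 probes (72.6%) were detected, and 25627 of them carried a symbol, for 9977 genes. Among the detected probes, 1320 met the criterion in LF only and 179 in HF only. Requiring all arrays of a diet in place of 80% moved the count of detected probes most, to 39382.

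The first comparison addressed whether the diet changed the muscle transcriptome. With limma and no block, 0 of 43958 probes passed an adjusted p of 0.05 together with a 1.2-fold change, and 483 probes had an unadjusted p under 0.05, where 2198 would be given by evenly spread p-values. An ordinary ANOVA gave 0 probes as well, with 509 under an unadjusted p of 0.05. The 95% confidence interval lay inside a 1.2-fold change either way for 20.3% of the probes, and the median half-width of the interval was 0.28 on the log2 scale. Without a block, a change of 1.2-fold was therefore not excluded for most probes.

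Among the settings chosen before the data were examined, the first principal component of the deviations from the diet means as a covariate moved this count most, to 2 probes, with 2247 under an unadjusted p of 0.05. With the replicate number as a block, 1 probe passed both thresholds, 1505 probes had an unadjusted p under 0.05, and 45.5% of the probes were bounded within 1.2-fold. This probe of ELOVL1, a fatty acid elongase gene, was named after its values were seen. It lies on chromosome 8 from 20388581 to 20388640 (galGal3). Its mean log2 signal was 4.02 ± 0.42 (SD, n = 23) in HF and 3.60 ± 0.46 (SD, n = 22) in LF, and 17 of 23 HF arrays were above the LF median. With the block, its log2 HF/LF was 0.40 ± 0.07 (SE) with a limma adjusted p of 0.0444, whereas without a block its adjusted p was 1. The other detected ELOVL1 probes were also higher in HF with the block, with a log2 HF/LF from 0.12 to 0.42, and did not pass. The 2 probes with the component as a covariate were the same ELOVL1 probe and a probe of ABCG1, also named after its values were seen, with a log2 HF/LF of -0.62 and 20 of 23 HF arrays below the LF median. The count with the replicate block ranged from 0 to 4 when single replicate numbers were left out. It was 0 without replicate number 3, 4, 7, 8, 10 or 12 and 4 without replicate number 9. The ELOVL1 probe itself passed only without replicate number 1, 5 or 9, and the remaining calls were of other probes. The 8 array positions as a random block were a setting chosen after the data were seen. With them 0 probes passed, 7 had an unadjusted p under 0.05 and 0.4% were bounded within 1.2-fold. Each position held arrays of 1 diet only, so diet lay wholly between these blocks and the intervals widened. The loss of calls there cannot tell a position effect from a lack of power. With the normexp background and the replicate block, also chosen after the data were seen, 69.8% were bounded.

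**Figure D1:**
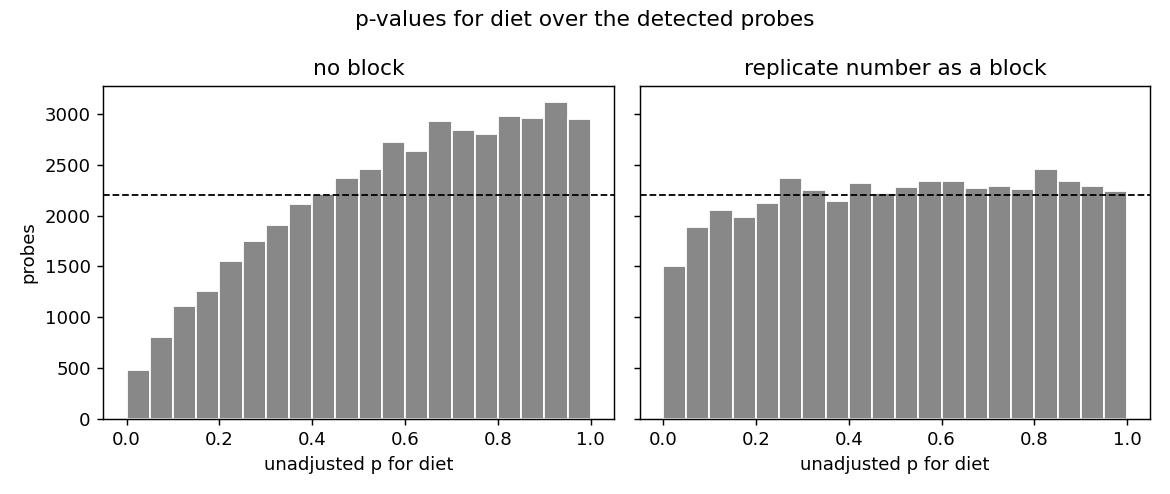
Distribution of the unadjusted p for diet over the 43958 detected probes, without a block (left) and with the replicate number as a block (right); bars are counts of probes per interval of p and the dashed line is the count for evenly spread p-values, 2198. Small p-values were fewer than the line in both panels, and more so without the block.

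The probes with the smallest p did not pass the threshold over all probes. Those named here by rank, 3 of SREBF1 and 1 of INSIG1, were lower in HF, and the adjusted p of each was 1 without a block. In the fit with the replicate block the adjusted p of the 3 SREBF1 probes was 0.054, 0.0755 and 0.0629, and that of INSIG1 was 0.873. With position set and slide as blocks, chosen after the data were seen, 2 of the SREBF1 probes passed, each at 0.0379, so the call for SREBF1 depended on the block. SREBF1 is the gene of a transcription factor of lipid synthesis, and its 3 probes include the representative probe described with the lists. The probe of SREBF1 with the smallest p had a mean log2 signal of -1.41 ± 0.41 (SD, n = 23) in HF and -0.84 ± 0.46 (SD, n = 22) in LF, in units relative to the array median, with a log2 HF/LF of -0.56 ± 0.13 (SE) and 20 of 23 HF arrays below the LF median. A further SREBF1 probe, on chromosome 14 from 4933188 to 4933247 (galGal3), had a log2 HF/LF of -0.57 ± 0.14 (SE). The probe of INSIG1 had a log2 HF/LF of -0.57 ± 0.15 (SE), with 21 of 23 HF arrays below the LF median. The other detected INSIG1 probes were lower in HF as well, with a log2 HF/LF from -0.61 to -0.46. The remaining SREBF1 probe did not follow, with a log2 HF/LF of -0.11 ± 0.23 (SE). Its mean log2 signal was low, at -3.37 in HF and -3.27 in LF. It is the probe taken for SREBF1 where the most varying probe per gene is used.

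The second comparison took 4 lists of genes written before the data were examined. Those of lipogenesis, glucose use and regulators follow the study's text on liver, and that of fatty acid use was put together here, with only some of its genes named by the study. Each gene was represented by its detected probe of highest mean signal. Adjusted over all probes, no list gene passed the threshold. Adjusted over the list alone, 1 of 15 regulators, 1 of 19 fatty acid use genes, 0 of 18 lipogenesis genes and 0 of 6 glucose use genes passed. The genes of the first 3 lists came from the liver of the same experiment, so the counts over those lists alone are not fully independent evidence.

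The regulator was SREBF1, whose representative probe had a mean log2 signal of -1.34 ± 0.43 (SD, n = 23) in HF and -0.81 ± 0.48 (SD, n = 22) in LF. Its log2 HF/LF was -0.53 ± 0.13 (SE), with a limma p of 0.000243 and an adjusted p over the list alone of 0.00364. It was below the LF median on 19 of 23 HF arrays. Within replicate numbers the permutation p was 1e-05 (two-sided), the smallest that 100000 resamples can give. The fatty acid use gene was PDK4, an inhibitor of pyruvate oxidation. Its log2 signal was 3.49 ± 0.78 (SD, n = 23) in HF and 2.64 ± 0.92 (SD, n = 22) in LF. The log2 HF/LF of PDK4 was 0.86 ± 0.25 (SE), the limma adjusted p over the list alone was 0.0208, and 19 of 23 HF arrays were above the LF median. The other PDK4 probes gave 0.31 and 0.25. Over the list alone, 0 regulators and 0 fatty acid use genes passed with the 8 array positions as a random block. Diet lay wholly between those blocks, so that loss cannot tell a position effect from a lack of power. With the most varying probe per gene, which for SREBF1 was the dim remaining probe, 0 regulators passed. Without slide 2, 0 fatty acid use genes passed, and the log2 HF/LF of PDK4 was 0.66 with a limma p of 0.0207.

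**Figure D2:**
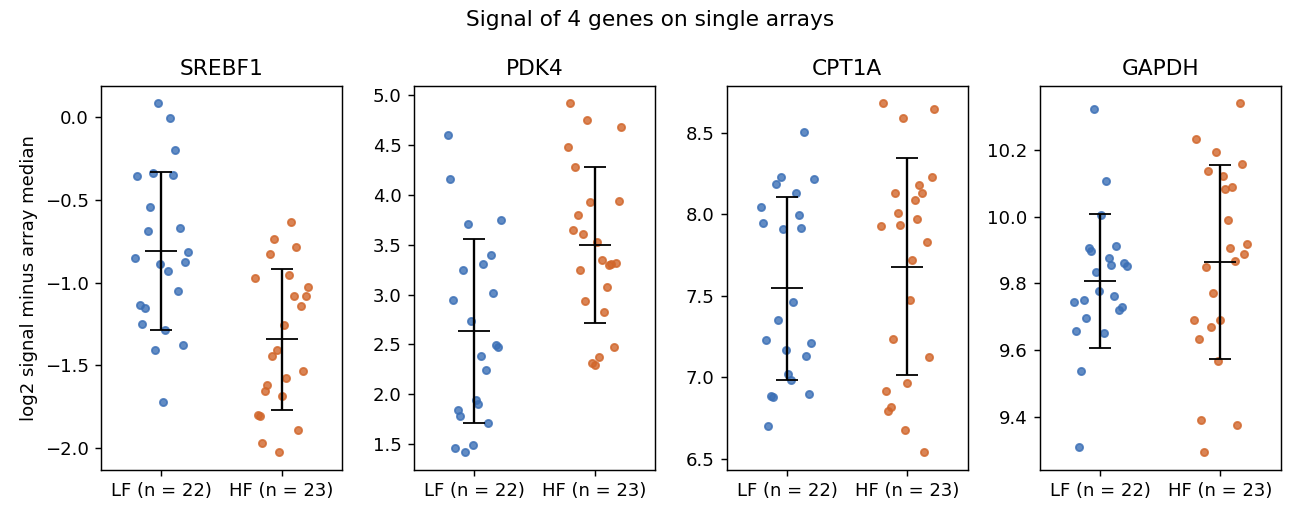
Log2 signal minus the array median (vertical axis) of the representative probes of SREBF1, PDK4, CPT1A and GAPDH; each point is 1 array, LF in blue (n = 22) and HF in orange (n = 23), and the bars give the mean and SD. HF means were -1.34 for SREBF1 and 3.49 for PDK4, against LF means of -0.81 and 2.64, with overlapping arrays.

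The other named genes differed by less than the spread between arrays without a block. The log2 HF/LF was 0.13 ± 0.18 (SE) for CPT1A, -0.30 ± 0.30 for SCD, -0.09 ± 0.10 for FASN, -0.05 ± 0.13 for ACACA and 0.08 ± 0.07 for TADA2A. All 6 detected probes of CPT1A were higher in HF with the replicate block, and 0 of them passed over all probes. The 2 brightest, the representative probe among them, had a log2 HF/LF of 0.10, and the others had 0.37, 0.44, 0.44 and 0.50. The SE was 0.09 for the representative probe. The probe with the largest difference, on chromosome 5 from 17858815 to 17858874 (galGal3), had 0.50 ± 0.11 (SE) with a limma p of 5.86e-05 and an adjusted p of 0.267. For the 2 CPT1A probes at 0.44 the limma p was 0.000249 and 0.000419, with an adjusted p of 0.577 and 0.768. With quantile normalization and the block, a setting added later, the probe at 0.50 passed with an adjusted p of 0.0322. The smallest p of lipogenesis belonged to AGPAT2 (log2 HF/LF 0.27, limma p 0.00974) and that of glucose use to UGP2 (log2 HF/LF -0.15, limma p 0.0897). The reference genes GAPDH and TOP2B differed by 0.06 and 0.04 with a limma p of 0.492 and 0.824. The sign of GAPDH was negative with quantile normalization, and that of TOP2B and SCD changed with the normexp background.

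With the replicate block, 3 of 18 lipogenesis genes passed over the list alone. AGPAT2 was higher in HF, and ACSBG2 and MFSD2A, named after their values were seen, were lower. The camera test with its preset correlation gave p = 0.0287 for lower lipogenesis genes without the block, which is 0.115 adjusted over the 4 lists, and p = 0.00998 with the block, which is 0.0399 adjusted. Under fry the lipogenesis p was 0.511 without and 0.235 with the block, and with an estimated correlation camera gave 0.114 and 0.097, so the call did not hold under either. It depended on the probe: with the mean of all probes per gene fry gave 0.00353, and with the most varying probe per gene 0.000292. The camera p was 0.781 for glucose use, 0.282 for regulators and 0.134 for fatty acid use. The median of the regulators was 0.02 while their mean was -0.02 and camera pointed down. For glucose use the median was 0.05 and the mean 0.01 while camera pointed down and fry up.

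**Figure D3:**
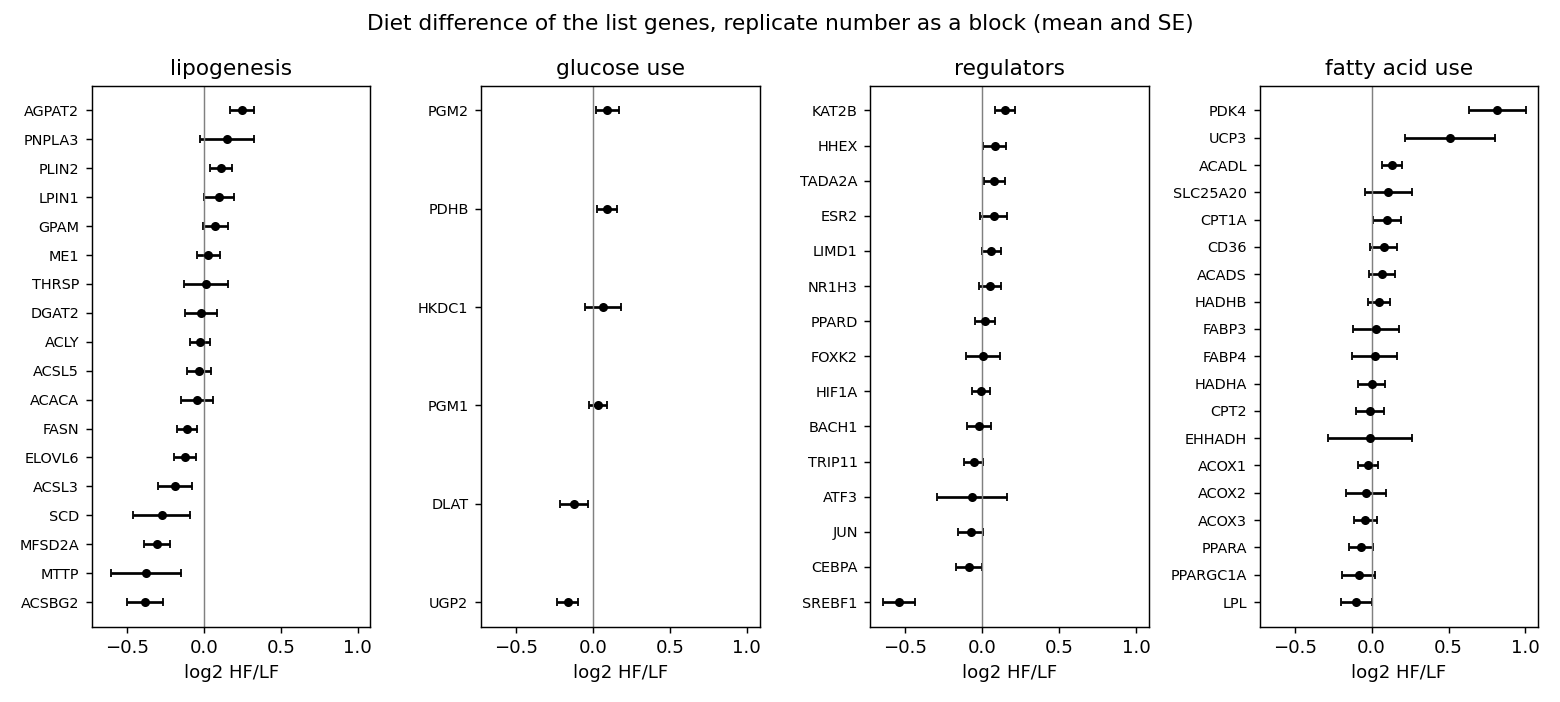
Log2 HF/LF (horizontal axis) of the detected genes of the 4 lists with the replicate number as a block; points are estimates over the 45 arrays and bars are 1 SE. SREBF1 (-0.54) and PDK4 (0.82) lie farthest from 0 in their lists.

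The third comparison asked whether relations reported for liver were present in muscle. Of the 8 relations chosen beforehand, 7 were computed, because C19H17orf78 had no detected probe. Across the 45 arrays, TADA2A and DUSP14 had a Pearson r of 0.60 (permutation p = 1e-05, the smallest possible; adjusted 7e-05) and a Spearman rho of 0.51 (p = 0.00051; adjusted 0.0036). Without the 2 arrays farthest from the TADA2A median, r was 0.51. TADA2A and ACACA had a negative r of -0.47 (permutation p = 0.0013, adjusted 0.0046) and a rho of -0.43 (p = 0.0036, adjusted 0.012), with r at -0.50 without the 2 arrays. SREBF1 and FASN had r = 0.38 (permutation p = 0.0092, adjusted 0.021) and rho = 0.39 (p = 0.0089, adjusted 0.021), with r at 0.37 without the 2 arrays. The r of the remaining relations was -0.08 for TADA2A with SYNRG, -0.09 for SREBF1 with ACACA, -0.02 for SREBF1 with SCD and 0.24 for SREBF1 with ACLY, with adjusted p from 0.19 to 0.89. Their rho was -0.13, -0.14, -0.02 and 0.30, with adjusted p from 0.083 to 0.91. Without the 2 arrays their r was -0.04, -0.18, -0.05 and 0.27.

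In scan batch 1 (24 arrays) and scan batch 2 (21 arrays), r was 0.65 and 0.50 for TADA2A with DUSP14, -0.46 and -0.43 for TADA2A with ACACA, and 0.38 in both for SREBF1 with FASN. The adjusted permutation p was 0.0024 and 0.14 for TADA2A with DUSP14, 0.086 and 0.17 for TADA2A with ACACA, and 0.16 and 0.2 for SREBF1 with FASN, so of these only TADA2A with DUSP14 in scan batch 1 passed 0.05. The arrays also fell into 2 sets of array positions, of 23 and 22 arrays, described with the technical structure. Within them r was 0.55 and 0.63 for TADA2A with DUSP14, and -0.27 and -0.53 for TADA2A with ACACA. For SREBF1 with FASN it was -0.40 and 0.45, so the sign of that relation was reversed in 1 of the sets. The adjusted permutation p of r was 0.12 and 0.087 and that of rho, at -0.50 and 0.53, was 0.047 and 0.03. With quantile normalization r was -0.02 for TADA2A with DUSP14 and 0.32 for TADA2A with ACACA, and with the most varying probe per gene r was 0.77 and 0.52. The sign of TADA2A with ACACA thus depended on the scaling and on the probe, and TADA2A with DUSP14 was near 0 under that scaling. SREBF1 with FASN had r at 0.42 with quantile normalization, and no relation with the most varying probe (r = 0.01, rho = -0.03).

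For deviations from the means of the replicate numbers, a setting chosen after the data were seen, r was 0.60 for TADA2A with DUSP14 (adjusted permutation p = 0.00014) and -0.34 for TADA2A with ACACA (adjusted 0.036). SREBF1 with FASN no longer passed, at 0.08 (adjusted 0.71). SREBF1 with ACACA at 0.36 and SREBF1 with ACLY at -0.36 passed (adjusted 0.036 for each), both with the sign opposite to that over all arrays. Their rho was 0.28 (adjusted 0.1) and -0.36 (adjusted 0.039). Without the 2 arrays farthest from the SREBF1 median their r was 0.29 and -0.17, so SREBF1 with ACLY in this setting rested largely on those arrays. SREBF1 with SCD passed with the most varying probe per gene (r = 0.65, adjusted 3.5e-05) and with the mean of all probes (r = 0.48, adjusted 0.0038). The absence of that relation over all arrays thus depended on the probe. The most varying SREBF1 probe was the dim one, and both detected SCD probes had mean log2 signals below -3.4. The r of 0.65 therefore relates dim probes far below the array median.

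The last comparison measured technical structure. With diet in the model, 2487 probes (5.7%) differed between slides and 0 between the rows of a slide at a limma adjusted p under 0.05, with 784 probes under an unadjusted p of 0.05 for row. Between replicate numbers, 31081 probes (70.7%) differed. Row was not tested with the replicate number as a block, so row differences within replicate numbers were not excluded. The first principal component of the deviations from the diet means held 42.3% of their variance. It was at or above -0.022 on all arrays of replicate numbers 1, 4, 5, 8, 9 and 12 and at or below -0.092 on all arrays of the other numbers. These 2 kinds of replicate number occupied different array positions, with 23 and 22 arrays, and each held both diets. They were recognised on this component, so no test between them is given.

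**Figure D4:**
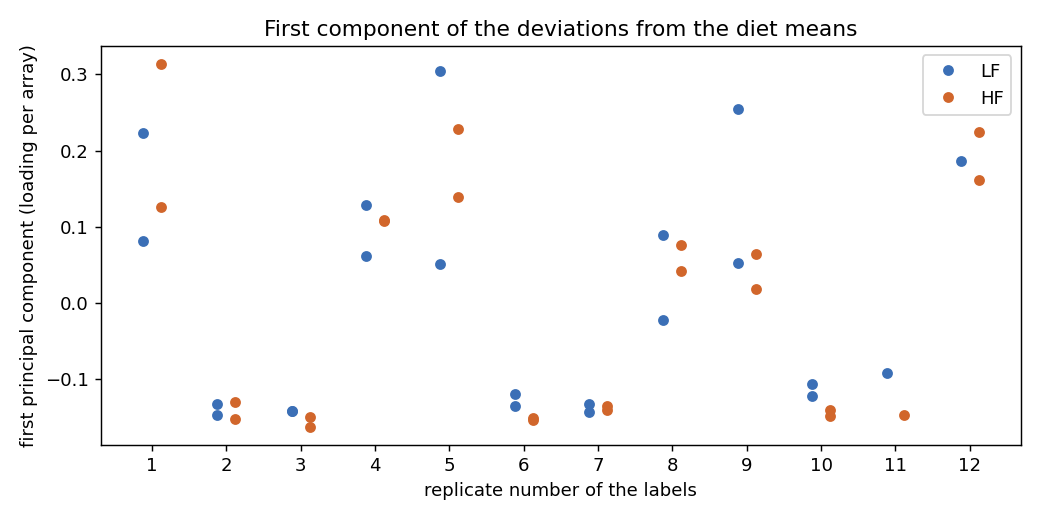
First principal component of the deviations from the diet means (vertical axis, loading per array) against the replicate number of the labels (horizontal axis); each point is 1 array, LF in blue and HF in orange. The arrays of 6 replicate numbers lie at -0.022 or above and those of the other 6 at -0.092 or below, in both diets.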

Values the study reported

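The study reported 12,020 genes expressed in muscle and analysed 45 muscle arrays after 3 had been set aside. It reported 1554 genes that differed between the lines in muscle. Between the diets it found 464 differing genes in the liver and no such transcriptome-wide effect in the other metabolic tissues. In the liver it gave a correlation with TADA2A of 0.82 for ACACA and 0.79 for DUSP14.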

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

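Alternatives with the position sets, the array positions, the scan batches, single replicate numbers, or the replicate block on other values were chosen after the data had been seen, as were all settings for the bounds except slide as a block and the normexp background, the replicate block for the correlations, and the deposited matrix for array position. Of 753 alternative values, 615 kept their direction and their side of the threshold or stayed close, 67 counts or shares moved, 17 values newly passed a threshold, 12 no longer passed and 42 changed sign. Except where a cause is given, the cause was not tested.

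The count of probes changed by diet stayed at 0 in 17 of 19 alternatives chosen beforehand. It was 1 with the replicate block and 2 with the first principal component as a covariate. It was 3 with position set and slide as blocks, and with the replicate block 1 on the deposited matrix, 1 with the normexp background and 9 with quantile normalization. Leaving out single replicate numbers gave 0 to 4. The share of probes bounded within 1.2-fold was 22.1% with slide as a block, 44.9% with the normexp background and 45.5% with the replicate block. It was 66% with the block on the deposited matrix, 69.8% with the block and the normexp background, 47.3% with the block and quantile normalization, and 45.8% with position set and slide as blocks. Array position as a random block, with diet wholly between the blocks, gave 0.4%. Without the replicate block the share was 30% with centring on the 75th percentile, 31.6% with quantile normalization, 40.2% on the deposited matrix, 21.6% with slide and row as blocks, 45.3% with the component, 22.5% with array weights and 21.4% with ordinary ANOVA. It was 7.1% without the filter on dim probes and 32.1% for probes well above background on all arrays. Leaving out single slides gave 9.7% to 19.9%, and leaving out single replicate numbers with the replicate block gave 39.5% to 47.6%. The counts of detected probes (39382 to 47773) and of probes that differed between slides (2048 to 2938) stayed within 1.5 times, and the count for row stayed at 0.

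Lipogenesis genes past the threshold over the list alone numbered 1 with quantile normalization, slide as a block, array weights or the mean of all probes per gene. They numbered 3 with the replicate block, the component, or position set and slide, and 3 with the replicate block on the deposited matrix, the normexp background and quantile normalization. The camera p of lipogenesis passed after adjustment at 0.0119 with centring on the 75th percentile, 0.00998 with the replicate block, 0.00837 with the component, 0.0106 with position set and slide, 0.00623 with the most varying probe and 0.000835 with the mean of all probes. Leaving out single slides gave 0.00891 to 0.32, with 0.00891 without slide 3, 0.00982 without slide 6 and 0.32 without slide 1. Glucose use had 1 gene past the threshold with quantile normalization, the component, and the replicate block with the normexp background or quantile normalization. Its camera direction changed without slide 1 (p 0.8) and without slide 5 (p 0.884), and under fry (p 0.891), and without single slides the p ranged from 0.557 to 0.884. Regulators had 0 genes with array position as a random block or the most varying probe. Fatty acid use had 2 genes with the component or the mean of all probes, and 0 with array position as a random block or without slide 2. Its camera p was 0.0137 with the mean of all probes. Camera takes no random block, so it was not run with array position as one.

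For TADA2A with ACACA, r was 0.52 with the most varying probe, 0.32 with quantile normalization, -0.14 with the mean of all probes, -0.27 in 1 position set, -0.46 in scan batch 1 and -0.43 in scan batch 2. For TADA2A with DUSP14 it was -0.015 with quantile normalization and 0.50 in scan batch 2. For TADA2A with SYNRG it was 0.014 with the replicate block, 0.34 in 1 position set and 0.010 in scan batch 1. For SREBF1 with ACACA it was 0.36 with the replicate block, and 0.386 and 0.385 in the position sets. For SREBF1 with FASN it was 0.006 with the most varying probe, 0.22 with the mean of all probes, 0.30 on the deposited matrix, 0.079 with the replicate block, -0.40 and 0.45 in the position sets, and 0.381 and 0.383 in the scan batches. For SREBF1 with SCD it was 0.094 for deviations from slide means, 0.65 with the most varying probe, 0.48 with the mean of all probes, 0.002 with quantile normalization, 0.058 on the deposited matrix, 0.24 with the replicate block, 0.16 in 1 position set, and 0.33 and 0.055 in the scan batches. For SREBF1 with ACLY it was -0.17 with the most varying probe, -0.22 with the mean of all probes, -0.36 with the replicate block and -0.70 in 1 position set. SREBF1 with ACACA and with ACLY newly passed with the replicate block, SREBF1 with ACLY also in 1 position set (-0.70), and SREBF1 with SCD with the most varying probe and the mean of all probes. SREBF1 with FASN no longer passed over the 45 arrays with the replicate block (adjusted permutation p of r 0.71). The same held with the most varying probe (0.97), the mean of all probes (0.2) and the deposited matrix (0.12). TADA2A with ACACA no longer passed with the mean of all probes (0.34) or quantile normalization (0.12). TADA2A with DUSP14 no longer passed with quantile normalization (0.99). Position sets and scan batches hold fewer arrays, so a lost call there has that as 1 cause.

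Among the named genes, 395 of 419 values kept their direction and side, and 8 values of SREBF1 newly passed the threshold over all probes. SREBF1 (representative probe), PDK4, CPT1A, FASN, TADA2A and INSIG1 kept their sign in all alternatives run for them. SCD was 0.034 with the normexp background and 0.037 with the replicate block added. ACACA was 0.03 without slide 1 and 0.007 with the replicate block without replicate 2, in a range of -0.134 to 0.03 without single slides or replicate numbers. With quantile normalization GAPDH was -0.02, and with the replicate block added -0.018. TOP2B was -0.004 with the normexp background and 0 without slide 1. With the replicate block it was -0.011 on the deposited matrix, -0.04 with the normexp background and -0.015 with quantile normalization, and without single slides or replicate numbers it ranged from -0.025 to 0.091, with -0.014, -0.008, -0.007 and -0.015 without replicate 2, 3, 4 and 8.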

Other observations

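The tests chosen only after their result was seen were the splits for the counts of 0 and 483 probes, for replicate numbers, for list genes with the replicate block and for the sterol list, and the tests of slide and of array position as sources of the first component. The sterol list was written after SREBF1, SREBF2, INSIG1 and other genes of sterol metabolism had been seen, and the reduced fatty acid use list after CPT1A and PDK4, and both leave the genes seen out.

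Without a block, limma gave 0 probes for diet. Any split gives at least 0, as 100 of 100 did, so that comparison decides nothing. The 483 probes under an unadjusted p of 0.05 were matched in 84 of 100 splits, so chance cannot be excluded. The 2 list genes past the threshold over the list alone were matched in 3 of 100 splits. The splits without a block could fall unevenly on the replicate numbers, each of which held both diets. They are thus an unlike comparison for both of these counts. With the replicate block, the 1 probe was matched in 2 of 100 splits within replicate numbers. The 5 list genes were matched in 1 of 100, the real split. The split test for the list genes was chosen after its result was seen. Shares from 100 splits are coarse, so chance is unlikely by them for both counts but is not excluded. The 1 probe was not stable. The count was 0 in 6 of the 12 fits that left out a replicate number. The ELOVL1 probe itself passed only without replicate number 1, 5 or 9. The 1505 probes under an unadjusted p of 0.05 were matched in 49 of 100 such splits, so chance cannot be excluded. The count of 0 for row was likewise reached by 100 of 100 splits, which decides nothing. The 2487 probes that differed between slides were matched in 2 of 100 splits, the other with 14908 probes, and the 31081 that differed between replicate numbers in 1 of 100.

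Sterol synthesis genes were lower on HF arrays, as SREBF1 was. With the replicate block 13 of 15 genes were lower, with a median log2 HF/LF of -0.15, and 2 passed over the list alone, LSS and STARD4, named after their values were seen. The camera p was 2.46e-11 with the preset correlation and 0.000862 with an estimated correlation of 0.198, and fry gave 0.00393. Without the block 12 of 15 were lower and the 3 values were 3.45e-11, 0.00114 and 0.0336. Fry gave 0.00175 on the deposited matrix, 0.000388 with quantile normalization and 0.00187 with the normexp background, each with the replicate block. The list mean was as far from 0 in 1 of 100 splits within replicate numbers, the real one. Genes of the list outside the gene table used for names, 2 in number, were not tested. Lower sterol-regulated transcription in the muscle of HF birds may accompany the lower SREBF1 signal. That is a hypothesis found and tested on the same data, and the slide columns leave it open as they do for SREBF1.

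For the SREBF1 difference, brightness was argued against: with the log2 median signal of the array as a covariate the log2 HF/LF was -0.58 ± 0.12 (SE). A steady trend across the slide was argued against as the whole cause. The larger difference between the 2 columns of a diet was -0.34, in LF, against -0.03 in HF, and with the column as a linear covariate the diet difference was -0.43 ± 0.15 (SE). An alternating effect of the columns cannot be told apart from diet, because 0 columns held arrays of both diets. RNA from other cells also stays open. The smallest camera p of 5 marker lists with the replicate block was 0.00124, for red blood cells, where 10 of 10 genes were higher in HF. With the estimated correlation of 0.59 that p was 0.189, and fry gave 0.178. ALAS1, with a log2 HF/LF of 0.03 with the block, entered this list for ALAS2 through a synonym. It may not mark red blood cells. The brightest representative probe of that list, of HBA1, had a mean log2 signal of 6.70 in HF and 6.48 in LF. With the mean of the red blood cell genes as a covariate beside the block, the log2 HF/LF of SREBF1 was -0.49 ± 0.10 (SE). The camera p of the other marker lists was 0.347 for adipocytes, 0.678 for connective tissue, 0.204 for slow fibres and 0.241 for blood leukocytes, with 9, 9, 10 and 7 genes detected in the muscle. Of these lists only that of adipocytes shares genes with another list, 2 of 9. The brightest representative probes were those of ADIPOQ (7.06 in HF, 6.95 in LF), COL1A1 (9.76 and 9.72), TNNC1 (8.51 and 8.47) and CD74 (8.88 and 8.83). Signals of different probes do not rank the abundance of genes. The camera p was 0.467 for the chromosome 19 cluster and 0.554 for the reference genes. Diet itself stays among the open explanations.

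PDK4 was higher on HF arrays and passed over its list alone. CPT1A did not pass, and with the replicate block the log2 HF/LF of its probes was between 0.10 and 0.50. The 17 other fatty acid use genes had a camera p of 0.866 with the replicate block, with 8 higher, 9 lower and a fry p of 0.603. Members going both ways leave open a rise of some of them.

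Arrays separated by replicate number along the first component. The 2 replicate numbers of a slide did not overlap on it on 6 of 6 slides, which argues against a difference between slides as the source. With array brightness as a linear covariate 18473 probes still differed between replicate numbers, against 31081 without it. Brightness may thus contribute, and a linear effect of it is not the whole source. A non-linear effect was not tested. Median signal was mostly lower on the arrays high on this component, so the covariate cannot fully part brightness from replicate number. Array position and replicate number cannot be told apart, since each number occupied at most 4 of the 8 positions and the positions went with the numbers. On the deposited matrix 26366 probes differed between replicate numbers, so the separation is not specific to the processed signal. Genetic line, which the design does not give per array, was not tested as an explanation, nor were sample handling and labelling. No biological explanation was tested.

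The correlation of TADA2A with ACACA here was -0.47, in muscle. That is lower than the value quoted from the study above, which is for liver. With the most varying probe per gene it was 0.52 and with quantile normalization 0.32, so the size of that difference depends on the probe and the scaling.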
